A study of Fragaria x ananassa with 6 samples.

How the data were processed

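RNA of 3 control (empty vector) and 3 FaPRE1-OX floral bud samples had been labelled with Cy3 or Cy5 and hybridised in pairs on 3 arrays of a custom 60-mer design. Groups, replicate numbers, arrays and dyes were taken from the sample labels. The control was in Cy5 on 2 arrays and in Cy3 on 1 array. The labels describe RNA from independent buds but do not say whether replicates were separate transgenic lines, so p-values measure only the spread between these samples, which may be technical. Titles of the FaPRE1-OX samples carry the token PRE3, while the other labels name FaPRE1. The group follows the latter.

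The authors deposited scanner output, with spot intensity, local background intensity and processed signal as linear intensity values for both channels, extracted per the labels with Agilent Feature Extraction 10.7 (10.7.3.1 per the file headers). The submitters treated the 2 channels as single samples. Here the median spot intensity was used, because it, and not the planned mean, is in the files. Each array held 62976 spots, of which 61657 were not controls. These made 35337 probes, 25785 of them spotted in duplicate. Between duplicate spots of a probe, the SD of the log2 ratio was 0.123, 0.124 and 0.133 on the 3 arrays. Median spot intensity ranged from 92.5 to 173.5 over samples and median background from 42 to 83. No spot was saturated (0 flagged).

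Computation was done in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Background was corrected with normexp (offset 50), and log2 ratios were normalized by loess within each array, with control spots at weight 0. Spots flagged as non-uniform or as population outliers were left out. Spots were averaged per probe and probes per feature. Only 115 tested genes had several probes. A gene was tested if a probe was well above background in at least 3 of the 6 samples, which left 23383 genes. The within-array ratio, turned to FaPRE1-OX over control, was fitted with limma with a dye term (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). This fit leaves 1 residual degree of freedom. Because only 1 array has the second dye orientation, the spread in it comes from the difference between the other 2 arrays and from the prior across genes. That array, the second, weighs as much in each fitted difference as the other 2 together. The fit without the dye term has 2 residual degrees of freedom and takes the spread over all 3 arrays, with the dye effect left uncorrected. Normexp with an offset shrinks ratios of dim probes. Levels per sample are log2 signals after loess and quantile normalization of average intensity. Some genes had no probe well above background in a whole group. Each dim sample was then set to the higher of its own signal and the lowest signal among probes well above background there. The resulting fold is a lower bound only where a signal was raised in this way, and otherwise an estimate. Such folds are open to dye bias, because the swaps are not balanced.

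The replicate number is a shared array according to the labels. Deviations from the group means correlated at 0.168, 0.179 and 0.135 between the control and FaPRE1-OX samples of replicates 1, 2 and 3. Between samples of different replicates the values ran from -0.195 to 0.071. Deviations within a group sum to 0, so these values are not independent. The correlation of the 2 channels estimated for the random effect, given below, was -0.057. Whether samples on one array vary together therefore stays unsure. The ratio fit holds the pairing by array as a block.

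The 34797 gene model identifiers and the 45 symbols were compared with a reference gene table of another assembly, and 0 of either matched. The 31 gene lists fixed before the data were examined were patterns on gene descriptions. On the symbols alone only 1 list found a member (bHLH transcription factors, FabHLH1), and 0 lists had the 5 members needed for a test. The symbols were therefore sorted into groups by their usual meaning, after the symbols but before any ratio had been seen. Groups with at least 5 measured members were tested with camera (preset correlation 0.01, adjusted over 3 groups) and fry. The group of other or unclear symbols had a camera adjusted p of 0.491 and unadjusted fry p values of 0.187 (shared direction) and 0.162 (either direction). All symbols are reported whatever their values. The rule for other named genes, fixed before the data were examined, allowed the 2 identifiers farthest above and the 2 farthest below the control among gene models with a shared direction on all arrays.

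The fits were tested on simulated data with the fitted dye effects and independent normal errors. The SD of each gene was drawn from the prior fitted to these arrays. A departure of 1 array shared across genes, such as that of the third array, was not simulated. The recovery shares therefore hold for the simulated setting and need not hold for these data. With 200 of 23383 genes changed, 88.4% of changes of 4 on the log2 scale, 1.41% of changes of 2 and 0% of changes of 1 were recovered with the dye term, against 97.1%, 73.2% and 3.33% without it. With 4677 genes changed, changes of 1 were recovered for 84.5% with the dye term and 81.9% without it.

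Alternatives were the scanner's processed signals, an offset of 16, median centring, scaling between arrays, no filter or a filter on all 6 samples, no dye term, no replicate block, separate channels with the replicate block as a random effect, single channels scaled to the 75th percentile with no replicate block, leaving out each replicate (together with the dye term, since 2 arrays of opposite dye would leave no residual degrees of freedom with it and 2 of the same dye cannot separate dye from group), single probes, keeping outlier spots, and eBayes with trend and robust. The correlation of the 2 channels for the random effect was computed in closed form (-0.057), because limma's own function gave no value with a single array in the second dye orientation. A first version with that function's bias term gave 0.703. On simulated correlations of 0 and 0.5 that term returned 0.732 and 0.902, while the form used returned -0.014 and 0.490, so it was replaced after its result had been seen and is kept as an added alternative. The fit with the first 2 arrays averaged, which has no dye term either, was also chosen after seeing the data.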

Results

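Total RNA from floral buds of cultivated strawberry (Fragaria × ananassa) was compared between plants carrying a construct that overexpresses FaPRE1 (FaPRE1-OX) and plants carrying the empty vector (control). FaPRE1 belongs to the PRE family of small helix-loop-helix regulators. There were 3 samples in each group, hybridised as 3 pairs on 2-colour oligonucleotide arrays, with 1 control and 1 FaPRE1-OX sample per array. The share of spots well above background was 67.4%, 62.8% and 63.9% in controls 1, 2 and 3, and 63.0%, 67.2% and 57.7% in FaPRE1-OX 1, 2 and 3. The number of arrays limits the precision of every value. Of 35118 features on the array, 34797 carried only a gene model identifier and 45 carried a gene symbol, so the genes described by name are these 45, and 36 of them gave enough signal to be tested.

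FaPRE1 was higher in all 3 FaPRE1-OX samples than in any control. Its log2 signal was 8.59, 8.74 and 8.04 in FaPRE1-OX 1, 2 and 3, against 6.09, 6.64 and 6.37 in the controls. The means were 8.46 ± 0.37 (SD, n = 3) and 6.37 ± 0.28 (SD, n = 3). The fitted difference was 2.09 ± 0.23 (SE) on the log2 scale, or 4.26-fold. With the dye term of the planned model it had an adjusted p of 0.0644 in limma, and without the dye term an adjusted p of 0.00815. Over 17 alternative settings the adjusted p ranged from 6.11e-10 to 0.113 and passed 0.05 in 9 of them. The lowest came without replicate 3, from the first 2 arrays alone, whose replicates may not be separate extracts, so it may measure technical spread. The 9 also include the setting with limma's bias term, which did not recover simulated correlations. Both settings are counted among the alternatives of the genes below. The probe was well above background in 1 of 3 controls and in 3 of 3 FaPRE1-OX samples, so the fold depended on how the background was treated. It was 5.43 on the log2 scale with the processed signals of the scanner software and 2.74 with an offset of 16. The part of FaPRE1 that the probe covers is not given in the sources used here, and FaPRE1 was the only feature whose symbol named a PRE gene.

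**Figure D1:**
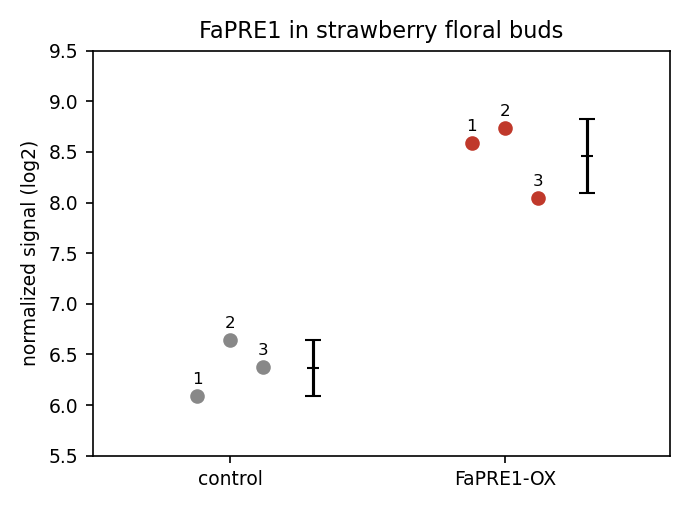
Normalized log2 signal of FaPRE1 in each control and FaPRE1-OX sample, with the replicate number above each point and the mean and SD of the 3 samples as a bar beside them. The FaPRE1-OX samples lay between 8.04 and 8.74 and the controls between 6.09 and 6.64.

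Among genes of the flavonoid pathway and its transport, the symbols for dihydroflavonol reductase, FaDFR1C and FaDFR1, were above the control on all 3 arrays. This enzyme makes the leucoanthocyanidins from which anthocyanins and flavan-3-ols derive. FaDFR1C differed by 1.61 ± 0.24 (SE, n = 3) on the log2 scale, with ratios of 1.46, 1.30 and 2.38 on the 3 arrays. FaDFR1 differed by 0.91 ± 0.20, and FaLAR, which encodes leucoanthocyanidin reductase, by 0.42 ± 0.11. A shared hybridisation of the FaDFR1 and FaDFR1C probes was not excluded. Famalonyltransf had a log2 difference of -2.01 ± 0.54, but its ratio was -2.52 and -2.60 on the first 2 arrays and -0.30 on the third. FaGST1 was well above background in all 3 controls and in no FaPRE1-OX sample. The rule for dim samples left its signals unchanged, so its fold of 1.40 lower in FaPRE1-OX is an estimate and not a minimum. Its ratios were -0.66, -0.50 and -0.31 on the 3 arrays, and limma with the dye term gave an adjusted p of 0.144. A second FaGST1 probe was not well above background in any sample and was left out. The fitted difference of this dim gene was -0.49 on the log2 scale and -2.36 with the processed signals. FaANS, for anthocyanidin synthase, had a difference of 0.02 ± 0.14, with ratios of -0.13, 0.01 and 0.20. The arrays disagreed in sign for FaANR1, for anthocyanidin reductase (0.18 ± 0.15, with ratios of 0.06, 0.51 and -0.37), and for FaFHT, for flavanone 3-hydroxylase (-0.14 ± 0.13, with ratios of -0.64, 0.20 and -0.34). For FaFHT the difference was -0.26 without the dye term. FaUFGT had a log2 difference of 0.38 ± 0.13 (1.09 with the processed signals), FaFLS of -0.51 ± 0.25, FaMATE of -0.45 ± 0.14 and FaTT12 of -0.11 ± 0.19.

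Of the 12 measured members of this group, 6 were above and 6 below the control, and 0 passed limma's test with the dye term at an adjusted p under 0.05. Adjusted over the list alone, 0 passed as well. Without the dye term 3 rose (FaDFR1C, FaDFR1 and FaLAR) and 1 fell (FaGST1), and adjusted over the list alone that fit called 7. The list was drawn up after the symbols were known. The mean log2 difference of the group was -0.02 and the median was -0.05, while camera placed it above the other genes with an adjusted p of 0.684. The adjusted p was 0.883 with an estimated correlation. That correlation was estimated from 1 residual degree of freedom, so this p decides nothing. The tests of fry do not compare a group with other genes. Unadjusted fry p values were 0.721 for change on balance in a shared direction and 0.0322 for change in either direction. These too rest on 1 residual degree of freedom, so the fry p of 0.0322 alone does not establish a change.

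In the cell wall group, FaPLB, a pectate lyase that cleaves pectin, was 2.15 ± 0.13 (SE, n = 3) above the control on the log2 scale, or 4.43-fold. Its adjusted p was 0.0591 with the dye term and 0.00673 without it, and ranged from 6.15e-10 to 0.112 over 18 alternatives, 10 of them under 0.05. The other member, FaRGL1, was not well above background in any sample. FaSKP1, a subunit of SCF-type ubiquitin ligases, had a log2 difference of -2.26 ± 0.15, which is 4.79-fold lower in FaPRE1-OX. With the processed signals the difference was -3.38. Its ratios were -2.33, -2.41 and -1.89, and its adjusted p was 0.0591 with the dye term, 0.00553 without it and 7.29e-11 to 0.112 over the alternatives. The F-box symbol FaFbox1 had a smaller difference of -0.36 ± 0.13. Of these 2 ubiquitin-ligase components, only FaSKP1 passed the test without the dye term.

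The 3 measured symbols placed with aroma and ascorbate synthesis all had fitted values below the control, although the meaning of FaNSY, and so its place there, is unsure. FaGalur, a galacturonate reductase of ascorbate synthesis, differed by -1.66 ± 0.32 (SE, n = 3), FaNSY by -1.13 ± 0.14 and FaQR, a quinone oxidoreductase of furanone synthesis, by -0.32 ± 0.11. The FaQR ratios were -0.63, -0.007 and -0.63 on the 3 arrays, so FaQR was near the control on the array with swapped dyes. Without the dye term FaQR differed by -0.42 ± 0.16. The fit without the dye term called FaGalur (adjusted p = 0.0314) and FaNSY (adjusted p = 0.01004). Over 18 alternatives FaGalur passed in 5 and FaNSY in 6, with highest adjusted p values of 0.192 and 0.117. FaAAT3 was not well above background in any sample.

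All 5 measured symbols placed in the transcription factor group lay below the control on average, and 0 of them passed the test with the dye term. FaGRAS1 was placed with the hormone-related symbols and is not counted here. Its log2 difference was -0.11 with the dye term and 0.02 without it. FabHLH1 differed by -0.86 ± 0.14 (SE, n = 3) and was below the control on every array. It was the 1 member that fell in the fit without the dye term (adjusted p = 0.0209, and up to 0.179 over 18 alternatives), and also the 1 member that passed when adjusted over the list alone. FaNAC1 (-0.82 ± 0.35) and FaAP2(1) (-0.70 ± 0.31) were below the control on the first 2 arrays and above it on the third, with ratios there of 0.26 and 0.17. With the processed signals the difference of FaNAC1 was -1.69. FaDof differed by -0.36 ± 0.21 and FaYabby by -0.15 ± 0.16. The mean of the group was -0.58 ± 0.31 (SD over the 5 genes). Its shift against the other genes had a camera adjusted p of 0.131. With an estimated correlation the adjusted p was 0.746, which decides nothing, because that estimate again rests on 1 residual degree of freedom. With fry, which has the same 1 residual degree of freedom, the unadjusted p was 0.0532 for a shared direction and 0.127 for either direction. Famyb10, a regulator of anthocyanin synthesis, was not well above background in any sample.

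Hormone-related symbols gave 0 calls with either fit. FaGAST1, a gibberellin-stimulated transcript, had ratios of 1.33 and 1.41 on the first 2 arrays and -0.67 on the third. FaIAA33, of the Aux/IAA family of auxin response repressors, differed by -0.82 ± 0.21 (SE, n = 3) and FaGRAS1 by -0.11 ± 0.20. FaNCED3 was not well above background. In the phenylpropanoid branch, FaCAD1, a cinnamyl alcohol dehydrogenase of lignin synthesis, had ratios of -2.54, -2.70 and 1.54, so its fitted difference of -1.60 ± 0.98 (SE) with the dye term, or -1.23 ± 0.95 without it, hides opposite signs. FaFenilCBER differed by -0.20 ± 0.34. Among symbols of other or unclear meaning, FaDVL1 differed by 0.73 ± 0.13 and Fraa by -1.27 ± 0.22, and both passed the test without the dye term. FaDioxi1 (-0.66 ± 0.17), FaDioxy2 (-0.24 ± 0.12), FaRPK (-0.20 ± 0.12), Faimp (-0.12 ± 0.12) and FaEF1 (0.10 ± 0.11) did not. FaRPK was at -1.27 with the processed signals. The remaining untested symbols were FaANR2, FaIFR1, FaATT1, FaATT2 and FaBet.

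**Figure D2:**
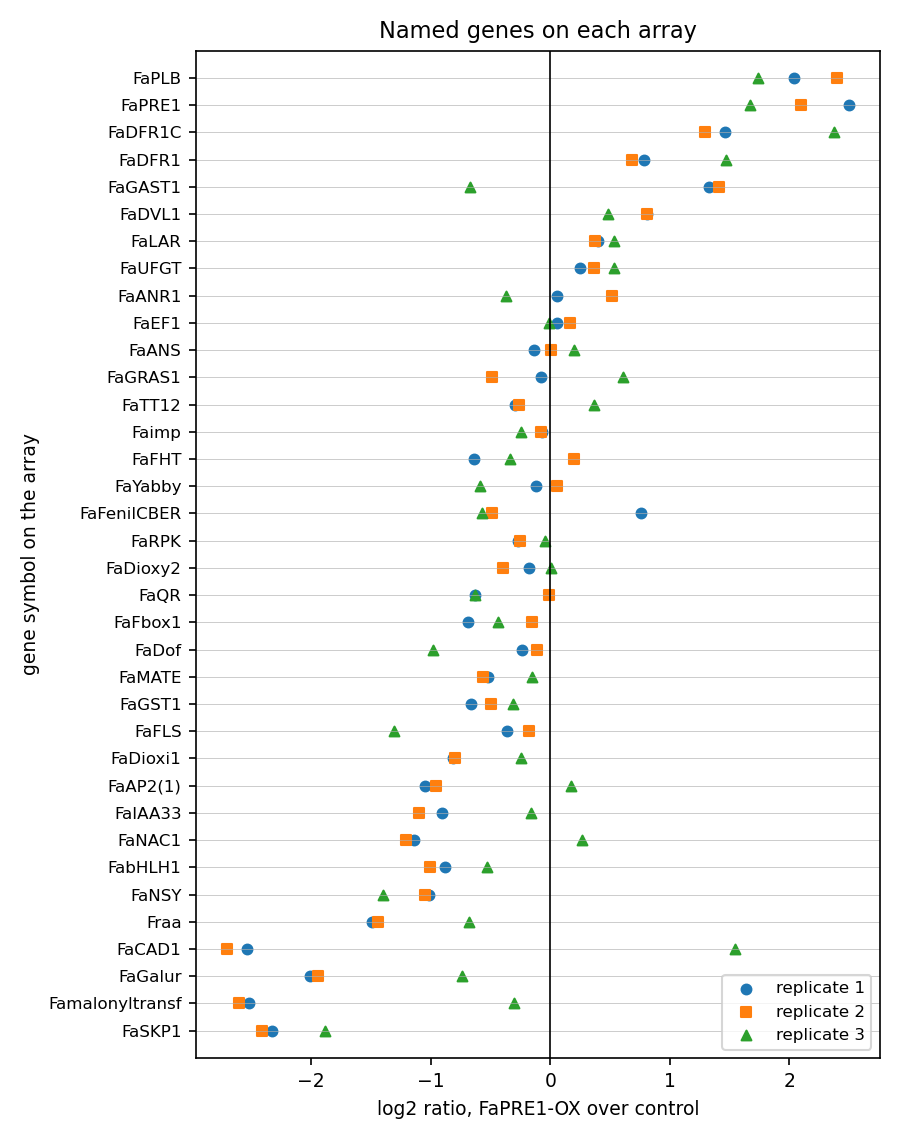
Log2 ratio of FaPRE1-OX over control for the 36 tested gene symbols, 1 point per array, ordered by the fitted difference. FaPLB and FaPRE1 have the highest fitted differences and FaSKP1 the lowest, and FaCAD1 has ratios of -2.54, -2.70 and 1.54.

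Over all 23383 genes tested, limma with the dye term called 0 genes at an adjusted p under 0.05, with a smallest adjusted p of 0.0588. In that fit 2810 genes had an adjusted p under 0.1. At an unadjusted p under 0.05 there were 6766 genes, 2950 above and 3816 below the control. Without the dye term, limma called 5293 genes, of which 2290 rose and 3003 fell. Among them 417 rose and 1212 fell at least 2-fold, and 48 rose and 415 fell at least 4-fold. The fit without the replicate block, in which the 6 channels stand as separate samples, called 4252 genes. At an unadjusted p the balance of directions depended on the scaling. Of the genes at an unadjusted p under 0.05, 43.6% were above the control with loess, against 60.0% with median centring and 52.1% with the processed signals. The median log2 difference of all genes was -0.018, 0.050 and 0.060 in these 3 settings. Among genes past the adjusted test there were 448 up and 659 down under median centring and 523 up and 905 down with the processed signals. An offset of 16 gave 248 up and 675 down, and scaling between arrays gave 84 up and 322 down. With 75th percentile scaling of single channels and no replicate block there were 2446 up and 2235 down, against 1626 up and 2626 down with no replicate block alone.

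The gene models with the largest differences in a shared direction were gene05085 and gene09788 above the control and gene31919 and gene20639 below it. Names were not paired with these identifiers in the sources used here. The gene05085 signal was 14.87 ± 0.13 (SD, n = 3) in FaPRE1-OX and 10.46 ± 0.07 in control, a difference of 4.41 ± 0.14 (SE). For gene09788 the difference was 4.33 ± 0.12 and for gene31919 it was -4.58 ± 0.12, or -5.24 with the processed signals. These 3 had an adjusted p of 0.0588 with the dye term and 0.00207 without it, and passed 0.05 in 10 of 18 alternatives. For gene20639 the difference was -4.37 ± 1.38 (SE), with an adjusted p of 0.163 with the dye term and 0.104 without it, and it passed in 2 of 18 alternatives. Its ratios were -5.81, -5.81 and -0.06 on the 3 arrays.

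Not all differences were measurable on both sides. There were 93 genes well above background in all FaPRE1-OX samples and in no control, of which 21 were at least 2-fold higher in FaPRE1-OX. In the other direction there were 297 genes, of which 37 were at least 2-fold lower in FaPRE1-OX. These counts are open to dye bias, because FaPRE1-OX was in Cy3 on 2 of the 3 arrays. The share of spots well above background was 57.7% to 63.0% in Cy3 samples and 63.9% to 67.4% in Cy5 samples.

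The first 2 arrays gave nearly the same ratios although their dyes were swapped. Their Pearson correlation across genes was 0.963 (Spearman 0.903), where genes are not independent replicates. Correlations with the third array were 0.653 (Spearman 0.576) for the first and 0.616 (Spearman 0.494) for the second. The ratio was in the same direction on all 3 arrays for 60.6% of genes, and on the first 2 arrays for 84.5%. Signs drawn independently would agree on all 3 arrays for 25% of genes, and more often on 2 arrays, so these shares are not on one scale. FaPRE1-OX 3 stood apart from the rest of its group. It correlated at 0.959 and 0.957 with FaPRE1-OX 1 and 2, which correlated at 0.996 with each other, and the 3 controls correlated at 0.994 to 0.996. Leaving out a replicate also meant leaving out the dye term, so these counts stand beside the 5293 genes called without that term. Without replicate 3 there were 13945 calls, and without replicate 1 or 2 there were 0.

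**Figure D3:**
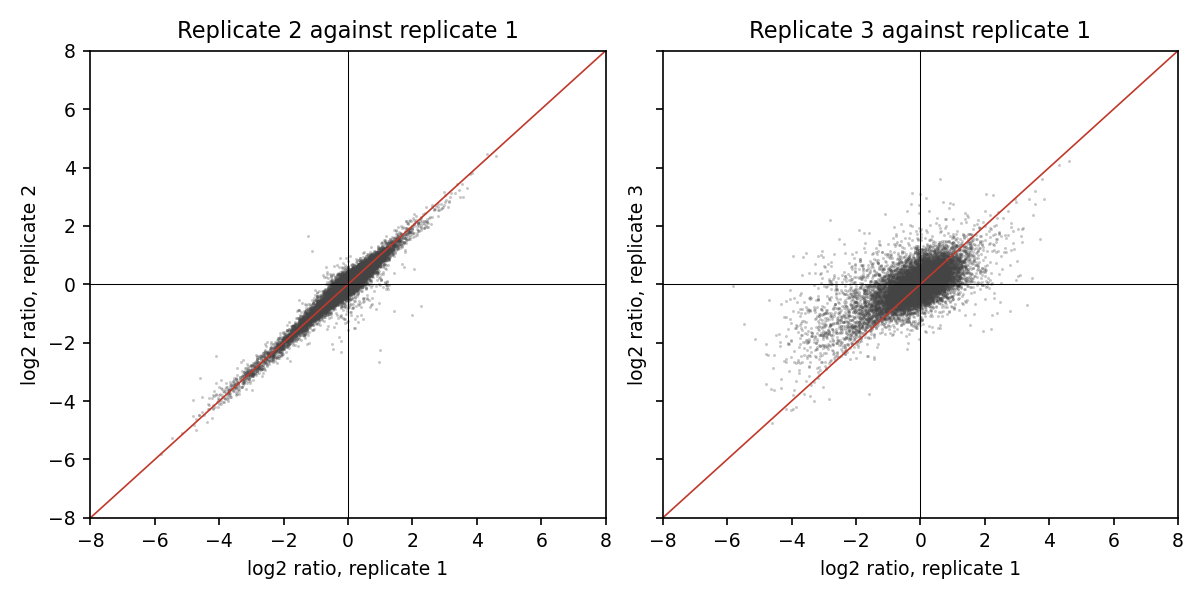
Log2 ratio of FaPRE1-OX over control for each of the 23383 tested genes, replicate 1 on the horizontal axis and replicate 2 (left) or 3 (right) on the vertical axis, with the line of equal ratios in red. Points follow the line on the left (r = 0.963) and scatter away from it on the right (r = 0.653).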

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

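The count of 0 genes past limma's test with the dye term also held in 8 of 18 alternatives, 3 of which (2 without a replicate and 1 with the first 2 arrays averaged) also lacked the dye term. It became 5293 without the dye term, 4252 with no replicate block, 3804 with separate channels and the replicate block as a random effect (10128 with the bias term of limma, an added alternative that did not recover simulated correlations), 4681 with 75th percentile scaling of single channels and no replicate block together, 1428 with processed signals, 1107 with median centring, 923 with an offset of 16 and 406 with scaling between arrays. Leaving out each replicate, always together with the dye term, gave 0 to 13945 genes, the latter without replicate 3. The like fit to all 3 arrays gave 5293. With the first 2 arrays averaged as 1 replicate and no dye term, chosen after seeing the data, the count was 0 and 4845 genes had an unadjusted p under 0.05. That number was 9403 for the 3 arrays without the dye term, 6766 with it, 12552 with that bias term and 4451 to 14799 when each replicate was left out. The share of genes above the control among these was 60.0% with median centring, 55.3% with 75th percentile scaling and no replicate block (43.7% with no replicate block alone) and 52.1% with processed signals, against 43.6%. The cause of these differences was not tested. By design, the fit of all 3 arrays without the dye term has 2 residual degrees of freedom, against 1 with it. The fit with no replicate block keeps the dye term but has more residual degrees of freedom, because its channels stand as separate samples.

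FaPRE1 stayed above the control in all 17 alternatives that gave a value, and 9 had an adjusted p under 0.05, over a range from 6.11e-10 to 0.113. The lowest came from the first 2 arrays alone, and the 9 include the added setting with limma's bias term. The filter on all 6 samples removed FaPRE1. Its log2 difference was 5.44 with 75th percentile scaling and no replicate block, 5.43 with processed signals, 2.74 with an offset of 16, 2.25 with median centring, 2.09 without the dye term, 2.09 with no replicate block and 2.09 with separate channels under either bias term. It was 1.88 to 2.30 when each replicate was left out. Low signal over background limits this fold, because 2 of the 3 controls were not well above background.

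The transcription factor group stayed below the control, with camera adjusted p from 0.0636 to 0.746. The highest came with the estimated correlation, which rests on 1 residual degree of freedom. The flavonoid group had no call (lowest adjusted p 0.418), and its mean crossed 0, at 0.057 with median centring, 0.017 with no filter, 0.027 with the filter on all 6 samples, 0.053 with the first 2 arrays averaged, and -0.118 to 0.085 when each replicate was left out. The mean correlation between arrays ranged from 0.631 to 0.745. Of the other 39 genes followed, the sign changed in 14 cases, all for the 5 genes that follow, and 551 cases kept both sign and side of the threshold. The rest kept the sign and passed the test, which they had not done with the dye term. FaANR1 was -0.043 with the first 2 arrays averaged and -0.16 to 0.29 without a replicate. FaTT12 was 0.042 with those arrays averaged and -0.28 to 0.051 without a replicate. FaGRAS1 was 0.17 with them averaged, 0.014 with median centring, 0.017 without the dye term and -0.28 to 0.27 without a replicate. FaFenilCBER was 0.0083 with median centring and -0.53 to 0.14 without a replicate. FaANS was -0.063 to 0.10 without a replicate. The cause was not tested.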

Other observations

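All tests of explanations in this part were chosen after the result was seen, except the counts over other splits of the samples.

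A set of genes in FaPRE1-OX 3 went against the other 2 FaPRE1-OX samples. There were 34 genes with a difference of at least 1 (log2) on all 3 arrays and the opposite sign on the third. Among named genes, FaCAD1 was at 11.89 in FaPRE1-OX 3, against 7.89 and 7.70 in FaPRE1-OX 1 and 2 and 10.35 to 10.43 in the controls. FaGAST1 was at 11.002 in FaPRE1-OX 3, against 13.45 and 13.58, but its ratio of -0.67 on the third array leaves it outside the 34. FaDFR1C did not change direction. It was above the control on all 3 arrays and highest in FaPRE1-OX 3, at 13.28 against 12.34 and 12.33. Genes singled out here were chosen after their values were seen. On the first array 789 genes were at least 2-fold above and 1984 at least 2-fold below the control, and on the third array 588 and 931.

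FaPRE1-OX 3 departs from FaPRE1-OX 1 and 2, and a control sample under its label is argued against by FaPRE1, which was 1.40 (log2) above the highest control, while the controls spanned 0.55. The control of the third array, in the Cy5 channel, had a lowest correlation of 0.994 with another control, which argues against gross failure of that array. A milder loss of quality on the whole array stays open. Its Cy5 channel had 23165 probes well above background, against 24482 and 24374 in the other Cy5 samples. Its Cy3 channel, FaPRE1-OX 3, had 20921, against 22813 and 22800 in the other Cy3 samples. The labelling or RNA of FaPRE1-OX 3 also stays open. Control RNA mixed into the sample could lower its ratios, whose slope on the first array was 0.468, but of the 1519 genes with a ratio of at least 1 (either sign) on the third array 13.2% were within 0.25 of 0 or of opposite sign on both other arrays, against 0.793% for the first array set against the second, so mixing alone does not account for them. A difference between buds, such as their stage or transgenic line, stays open and was not tested, since the labels do not give it.

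FaPRE1-OX 1 and 2 agree closely, and 1 RNA extract on 2 arrays may be the reason. The SD of their difference was 0.919 times that of controls 1 and 2 on the same arrays. Since the controls agree as closely, these values leave it open whether replicates were separate extracts, and the labels give them as separate samples.

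With the dye term, 3 assignments of the 2 samples within each array could be fitted. The real assignment gave 6766 genes at an unadjusted p under 0.05, and the highest other gave 317, so 1 of 3 reached that number. Without the replicate block, 1 of the 10 splits of the 6 samples gave as many genes past the test as the real split (4252), and the highest other gave 0. Both designs have too few splits for a share under 0.05.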
